A study of Vitis vinifera with 6 samples. Its data were reported in "VviNAC33 promotes organ de‐greening and represses vegetative growth during the vegetative‐to‐mature phase transition in grapevine" (2021).

How the data were processed

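RNA from young leaves of grapevine (*Vitis vinifera* cv Shiraz) was measured on 6 microarrays. Of these, 3 carried leaves of plants stably overexpressing *VviNAC33* (OXNAC33) and 3 carried control leaves, per the labels. According to the methods of the study, independent transgenic lines served as the replicates of the overexpression group. Which control plants gave each control array was not stated in the labels.

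Each sample was hybridized by the authors to a custom grapevine array, labelled with a single dye (Cy3) and read with Agilent Feature Extraction 10.5.1.1. The deposited scanner files give intensity values on a linear scale, and the processed intensity used here had already been corrected for background and for spatial trends within the array, but not scaled between arrays. Feature Extraction also gives flags of 0 or 1 for spots well above background, saturated spots and outlier spots. These flags in the deposited files were used as they stand. The authors also deposited a table of processed intensity values for 23080 probes. On every array, 100% of its values lay within 1% of a single multiple of the processed scanner intensity, with a constant that brought the 75th percentiles to between 970.2 and 970.4. The rule by which probes entered that table was not stated. It held 22860 of the 24112 probes that were well above background on all arrays of a group.

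Each array held 34369 non-control probes, a single spot each. Between 23854 and 25748 of them (69.4% to 74.9%) were well above background on an array, and 0 were saturated. The number of arrays limits the precision. Processed intensities were log2 transformed and reduced by the 75th percentile of their array, and spots with an outlier flag were left out. Probes were tested when they were well above background on all 3 arrays of at least 1 group and had at least 2 values in each group, which left 23907. OXNAC33 and control arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over all probes tested and a threshold of 0.05. The fold threshold was 1.5. Changes are given as OXNAC33 minus control on the log2 scale. For a probe not well above background on any array of a group, a lower bound of the fold was computed as the mean of the bright group against, for each array of the dim group, the higher of the lowest signal well above background and the signal of the probe itself.

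The arrays fell into 2 scan sessions by the scan times in the file headers. The array slide could not be told from the headers, because the same slide label and positions recurred in both sessions with different values, so the session took the place of the slide as a block. Session 1 held 1 control and 2 OXNAC33 arrays, and session 2 held 2 control and 1 OXNAC33 arrays.

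In all, 9 gene lists were tested with camera in limma on the moderated statistics, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. They were genes the study called higher or lower in a separate transient overexpression experiment in another cultivar (transient up, transient down), genes that moved in that experiment and whose upstream region the study found bound (bound transient up, bound transient down), genes co-expressed with *VviNAC33* in an expression atlas, putative direct targets the study listed as higher or lower in either experiment, auxin genes the study listed, and a run of neighbouring gene identifiers on a single scaffold that holds the *SAUR* genes. The putative targets and the auxin list were chosen in part on these samples, and the run was set around *SAUR* genes of the auxin list. The tests fry and camera with an estimated correlation were run as alternatives, on probes without missing values.

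Genes named in the text follow a rule fixed before the data were examined. It takes 25 genes named by the study, the 5 largest rises and 5 largest falls among probes past the threshold that were well above background and unsaturated on all arrays with no overlap between the groups, and the 2 brightest probes in each direction among those past the threshold that were well above background on all arrays of a single group only. Gene identifiers are those of the array files, whose headers name the Genoscope annotation. The table of RefSeq names held 0 identifiers of this form, so that names other than those used by the study were not assigned, and at most 2 unnamed identifiers are printed in each direction; the others chosen by the rule are summarized. The values of 1 of the 25 genes are not reported here. Sets of probes by keyword were not run, and no coordinates or probe sequences were used here.

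Alternatives fixed before the data were examined were quantile scaling, scaling by the array median, the 75th percentile over probes well above background on all arrays, the authors' processed values, no filter on dim probes, a stricter filter, a session block, a replicate block, eBayes with a trend and robust estimation, array weights, each array left out in turn, and the methods' t-test. Background correction by normexp was planned on mean spot signals, a column not used here, and was run with an offset of 50 on median spot signals. That change, scaling by the spike-in probes and the methods' t-test on the linear processed values were chosen after seeing the data.

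The scripts were tested on simulated data drawn for the 23907 probes of the OXNAC33 comparison. A session difference was simulated only in the runs with 0 or 200 changed probes that were fitted with a session block. The runs without a block therefore cannot show how a session difference affects the main comparison. Shares with and without a block also come from separate draws. Without any change, 0 probes were called with or without a session block. With 200 probes changed by 2 on the log2 scale, 54.0% of them were called without a block and 0% with a session block. With a change of 4, the shares were 92.5% and 89.0%. With 2391 probes changed by 2, they were 82.6% and 78.0%. Of 180 tests of unchanged lists, 3 gave a p under 0.05. The simulated probes were independent of each other. These tests therefore cannot show how the list p-values behave when the genes of a list are correlated.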

Results

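Transcript levels were measured on 6 single-colour microarrays of young Shiraz leaves, 3 from OXNAC33 plants, which carry an overexpression construct of the NAC transcription factor gene *VviNAC33*, and 3 from controls. The 75th percentile of the processed intensity ranged from 773 to 1303 between arrays. Pearson's r across probes was 0.965 to 0.976 between control arrays, 0.945 to 0.955 between OXNAC33 arrays and 0.894 to 0.947 between arrays of different groups. Probes are not independent replicates.

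The overexpressed gene was examined first, because it checks the labels. On the control arrays, the *VviNAC33* probe (VIT_19s0027g00230) read -5.22, -4.14 and -4.01 on the log2 scale relative to the 75th percentile of the array. It read -0.54 on the array labelled OXNAC33 replicate 1 and -0.998 on the array labelled OXNAC33 replicate 3. The array labelled OXNAC33 replicate 2 read -3.89, which exceeded the highest control by less than the spread between controls. That control was scanned in session 2 and this array in session 1. The only control of session 1, control replicate 1, read -5.22, so the spread between controls inside that session is unknown. The mean was -4.46 ± 0.67 (SD, n = 3) in controls and -1.81 ± 1.82 (SD, n = 3) in OXNAC33 leaves. The difference of 2.65 (SE 0.88) did not pass the threshold (limma, adjusted p = 0.116), and the adjusted p ranged from 0.0415 to 0.330 over the alternatives that kept all arrays. Inside the 2 scan sessions the difference was 3.01 and 3.08. Without the array labelled OXNAC33 replicate 2 it was 3.69, with an adjusted p of 0.0198. Every direction given below for OXNAC33 leaves includes this array, whose *VviNAC33* level lay above every control but too near them to check its label.

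**Figure D1:**
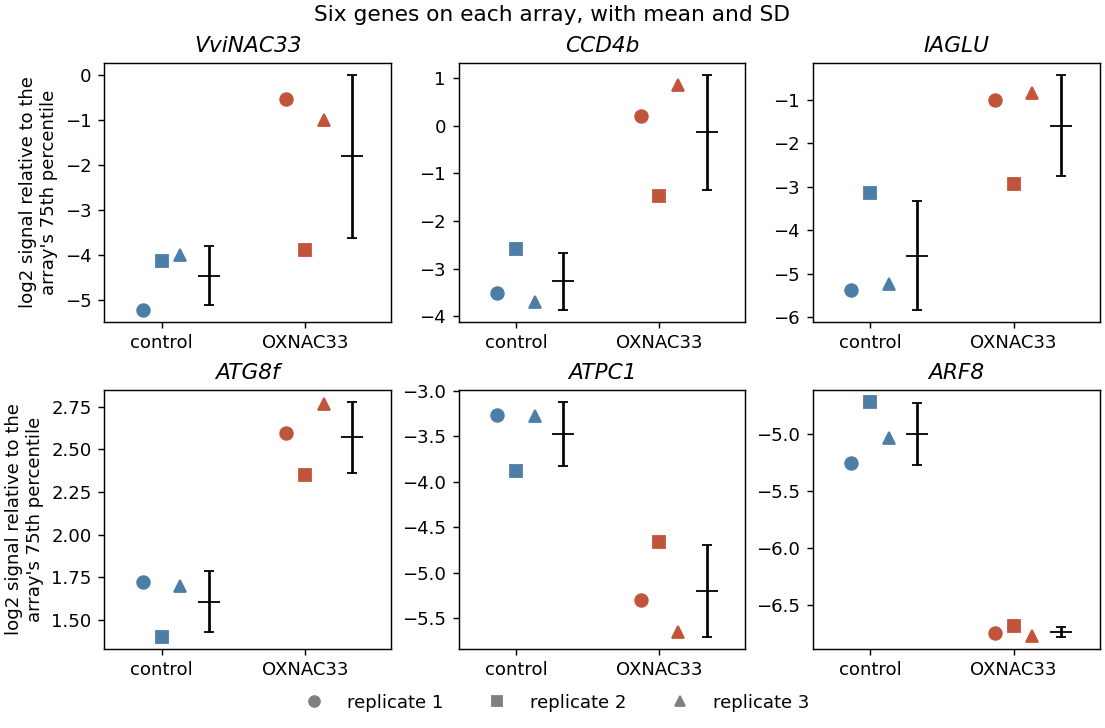
Log2 processed signal relative to the 75th percentile of the array (vertical axes) for 6 genes on each control and OXNAC33 array. Symbols mark replicates, and black bars give the mean and SD of 3 arrays. For *VviNAC33*, the array labelled OXNAC33 replicate 2 (-3.89) lies near the controls, while the other OXNAC33 arrays read -0.54 and -0.998.

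The main comparison asked which transcripts differ between OXNAC33 and control leaves. Of 23907 probes tested, limma called 1200 at an adjusted p under 0.05. All 1200 differed by more than 1.5-fold, 405 being higher and 795 lower in OXNAC33 leaves. An unadjusted p under 0.05 was found for 6518 probes (27.3%). The groups did not overlap for 8484 probes (35.5%), where chance alone gives 10%. The calls lay close to the threshold, with a smallest adjusted p of 0.0196. With the scan session as a block, limma called 0 probes, although 6844 (28.6%) had an unadjusted p under 0.05 and the smallest adjusted p was 0.0546. The methods' t-test on the same values found 5805 probes at its unadjusted threshold and 2 after Benjamini-Hochberg adjustment. The count also rested on single arrays. It was 0 in limma without any 1 of the control arrays, where 4591 to 5376 probes had an unadjusted p under 0.05, 9 without the array labelled OXNAC33 replicate 1, 1 without the array labelled OXNAC33 replicate 3 and 2554 without the array labelled OXNAC33 replicate 2.

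**Figure D2:**
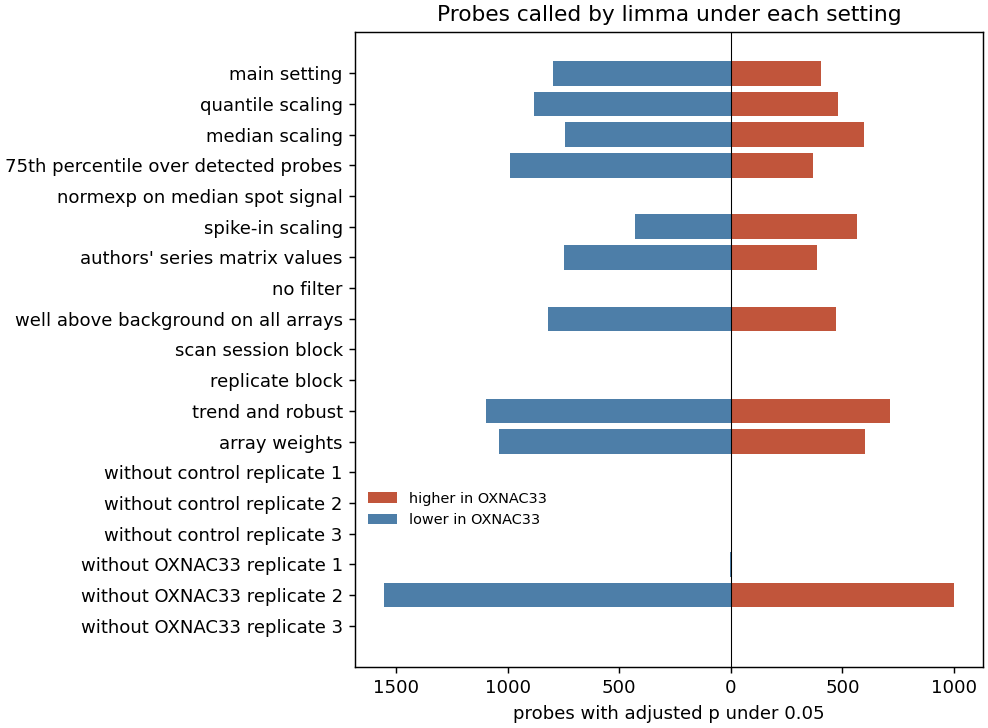
Number of probes called by limma at an adjusted p under 0.05 (horizontal axis) under each setting, with probes higher in OXNAC33 leaves to the right and lower ones to the left. The main setting called 405 higher and 795 lower probes, while several settings, the scan session block among them, called 0.

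Both scan sessions held arrays of both groups, so the change was also computed inside each session. Across 23477 probes, the changes in session 1 (2 OXNAC33 arrays against 1 control) and session 2 (1 OXNAC33 array against 2 controls) correlated with a Pearson's r of 0.745 and a Spearman's rho of 0.693. They had the same sign for 75.5% of probes. These are correlations across probes, which are not independent replicates. For comparison, the session itself was tested as a term beside the group, and 380 probes were called for it by limma.

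**Figure D3:**
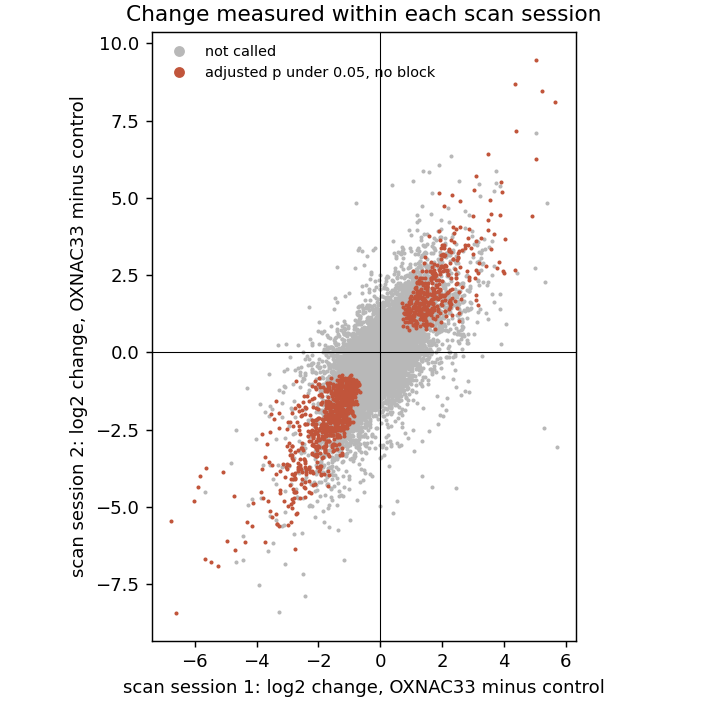
Log2 change of each probe, OXNAC33 minus control, inside scan session 1 (horizontal axis) and inside scan session 2 (vertical axis). Each point is a probe, and the probes called without a block are in red. Across all points r was 0.745; called probes do not overlap between groups, which by itself places them in the quadrants of equal sign.

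Of the called probes, 66.2% were lower in OXNAC33 leaves (95% exact binomial interval 63.5% to 68.9%, which treats probes as independent). This share depended on the scaling. It was 55.4% (596 higher and 741 lower) when each array was scaled by its median, 72.8% (370 higher and 989 lower) when the percentile was taken over detected probes, and 43.0% (567 higher and 427 lower) when arrays were scaled by the spike-in probes, an alternative chosen after seeing the data. It was 60.8% of 2554 calls without the array labelled OXNAC33 replicate 2, 22.2% of 9 calls without the array labelled OXNAC33 replicate 1 and 100% of 1 call without the array labelled OXNAC33 replicate 3.

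Among 25 genes named by the study, 23 could be tested. Over all probes 3 of them passed the threshold, and 16 did when adjusted over the list alone. The list includes genes the study picked from these samples, so the latter count is not independent evidence. The carotenoid cleavage dioxygenase gene *CCD4b* (VIT_02s0087g00930) was higher in OXNAC33 leaves by 3.13 (SE 0.63, adjusted p = 0.0469), from -3.26 ± 0.60 to -0.14 ± 1.21 (SD, n = 3 each). *ATPC1* (VIT_19s0090g00480) was lower, with a change of -1.73 (SE 0.32, adjusted p = 0.0435), from -3.47 ± 0.35 to -5.20 ± 0.50 (SD, n = 3 each). *ARF8* (VIT_04s0079g00160) changed by -1.73 (SE 0.21, adjusted p = 0.0361), from -5.00 ± 0.27 to -6.74 ± 0.05 (SD, n = 3 each), but was well above background on only 1 of the 3 OXNAC33 arrays. Its OXNAC33 mean and SD therefore lie near background and the size of its change is uncertain, being -0.98 with normexp. Inside the sessions, the changes were 2.88 and 3.99 for *CCD4b*, -1.71 and -2.07 for *ATPC1*, and -1.46 and -1.90 for *ARF8*. With the session block their adjusted p-values were 0.0551, 0.0546 and 0.0546, and over all alternatives with every array they ranged from 0.0116 to 0.269, 0.00825 to 0.141 and 0.000404 to 0.227, unadjusted values of the methods' t-test included. The call of each was also lost in the fits that left out an array, except the fit without the array labelled OXNAC33 replicate 2.

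Several other genes differed without overlap between the groups but did not pass the threshold. The putative direct target *ATG8f* (VIT_02s0154g00390) was higher by 0.96 (SE 0.21, adjusted p = 0.0512), and passed it with an adjusted p of 0.0392 without the array labelled OXNAC33 replicate 2. Over the alternatives with every array its p ranged from 0.00374 (the methods' t-test, unadjusted) to 0.143, and it also passed with array weights, with trend and robust estimation and with the stricter filter. *IAGLU* (VIT_06s0004g07230) was higher by 2.99 (adjusted p = 0.0725) and *NAC60* (VIT_08s0007g07670), well above background on 2 of 3 control arrays, by 2.69 (adjusted p = 0.0757). *CRY1*, *ATG8d*, *ATG18d* and *TUA6* were higher by 0.72 to 0.88. *RopGEF1* (VIT_03s0038g03620) changed by -1.18 (adjusted p = 0.0633), *AUX1* by -1.55 (adjusted p = 0.0751), *ARF6* by -0.77 (adjusted p = 0.0951) and *ARF4* by -0.55 (adjusted p = 0.108). Without the array labelled OXNAC33 replicate 2, *RopGEF1* (-1.41, adjusted p = 0.0362) and *IAGLU* (3.66, adjusted p = 0.0384) also passed. *RopGEF1*, *CRY1*, *ATG8d* and *ATG18d* passed with trend and robust estimation, and *IAGLU* and *NAC60* with spike-in scaling. Over the alternatives with every array, unadjusted values of the methods' t-test included, p ranged from 0.0160 to 0.226 for *RopGEF1*, 0.0171 to 0.254 for *IAGLU* and 0.0284 to 0.324 for *NAC60*. The size of some changes was less stable than their direction. Over the same alternatives it ran from 1.24 to 3.37 for *IAGLU* and from 0.88 to 3.16 for *NAC60*. For *TUA6* it ran from 0.07 to 0.92, and for *RopGEF1* from -1.25 to -1.04. By the methods' t-test on log2 values, all of these genes without overlap passed unadjusted and none of them after Benjamini-Hochberg adjustment. On the linear processed values, *IAGLU*, *NAC60*, *TUA6* and *AUX1* did not pass unadjusted. *SGR1* (VIT_02s0025g04660), which encodes a protein of chlorophyll breakdown, rose by 0.30 from 0.86 ± 0.21 to 1.16 ± 0.29 (SD, n = 3 each), with overlapping groups and an adjusted p of 0.446. *LPA1* (0.62) and *ARF3* (-0.23) also overlapped between groups. The changes of *UBQ14*, *bHLH75*, *WRKY19* and the reference gene *UBIQUITIN1* lay between -0.23 and 0.15, within the spread between replicates. Those of *UBQ14* and *WRKY19* flipped under other scalings or background correction, and that of *bHLH75* with the session block. The sucrase gene (VIT_19s0015g00750) was not tested, because 2 of its OXNAC33 spots carried outlier flags. The remaining OXNAC33 value was 2.85, against 2.03 ± 0.23 (SD, n = 3) in controls. *PsbA* was not well above background on any array.

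Among 988 called probes that were well above background on all arrays without overlap between groups, 343 were higher and 645 lower. The array files do not pair identifiers with names. Among these, the greatest rises were for VIT_18s0041g00370, at 4.69 (SE 0.69, adjusted p = 0.0361), and VIT_18s0122g01210, at 4.51 (SE 0.88, adjusted p = 0.0456). The greatest falls were for VIT_10s0116g01580, at -7.19 (SE 0.84, adjusted p = 0.0361), and VIT_15s0046g00590, at -4.99 (SE 0.92, adjusted p = 0.0434). The next 3 rises lay between 4.10 and 4.50 and the next 3 falls between -4.93 and -4.68, with adjusted p-values from 0.0361 to 0.0477. All 4 probes given by identifier lost the call with the session block (adjusted p from 0.0546 to 0.0581) and in each fit without an array except that without the array labelled OXNAC33 replicate 2. Over the alternatives with every array, the change of VIT_18s0122g01210 ran from 1.90 to 5.24, so its size is uncertain. That of VIT_18s0041g00370 ran from 4.20 to 4.83. Those of VIT_10s0116g01580 and VIT_15s0046g00590 ran from -7.53 to -6.44 and from -5.25 to -3.91. A further 33 called probes were well above background on all OXNAC33 arrays and on no control array, and 41 on all control arrays and no OXNAC33 array. The 2 brightest of the former were at least 33.4-fold and 29.8-fold higher in OXNAC33 leaves, with SDs of 1.11 and 1.94 on the log2 scale over the OXNAC33 arrays. Without the array labelled OXNAC33 replicate 2 these bounds were 51.3-fold and 63.3-fold, and without the array labelled OXNAC33 replicate 3 they were 30.0-fold and 17.4-fold. Without the array labelled OXNAC33 replicate 1 they were 24.2-fold and 24.0-fold. The 2 brightest of the latter were at least 17.7-fold and 15.4-fold lower, with SDs of 0.34 and 0.05 over the control arrays.

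Gene lists were used to ask whether genes linked to *VviNAC33* in other experiments moved together in OXNAC33 leaves. Genes lower in the transient experiment had a median change of -0.65 over 230 probes (camera, adjusted p = 1.3e-11), and 183 of them were lower. The list median was below that of every control on all 3 OXNAC33 arrays. Genes higher in that experiment had a median of 0.25 over 110 probes (adjusted p = 0.00179), and 73 were higher. In the fits without single arrays, the median of this list ran from 0.11, without control replicate 3, to 0.33. It stayed called in each of them (camera, adjusted p from 9.35e-05 to 0.0221). The median of this list on the array labelled OXNAC33 replicate 3 (0.17 relative to the control mean) lay below that of control replicate 2 (0.18). With normexp the median change of the list was -0.16, but that of all probes was -0.23 and the list was still called as higher (adjusted p = 0.0162; range over the alternatives 0.000164 to 0.361). Genes co-expressed with *VviNAC33* in the atlas had a median of 0.59 over 82 probes (adjusted p = 2.77e-13), 76 were higher, and all 3 OXNAC33 arrays lay above the controls. Of the genes that moved in the transient experiment and were bound upstream, the 15 lower ones had a median of -0.52 (adjusted p = 0.0212), while the 22 higher ones had a median of 0.06 and did not pass the threshold (adjusted p = 0.256). Scaling by the percentile over detected probes, which shifted the median of all probes to -0.07, put their median at -0.00084 and left the list short of the threshold (adjusted p = 0.274; range over the alternatives 0.0759 to 0.473). The call of the 15 lower ones was lost without control replicate 3 (-0.35, adjusted p = 0.125) and without the array labelled OXNAC33 replicate 1 (-0.35, adjusted p = 0.0603). The adjusted p-values under the session block stayed on the same side of the threshold for all 9 lists. By fry, the list of genes higher in the transient experiment was not called (adjusted p = 0.134), and the other calls held. By camera with an estimated correlation, only the auxin list held (adjusted p = 0.0123). Over all probes, 34 of the transient down, 11 of the transient up, 6 of the atlas, 1 of the bound transient down and 0 of the bound transient up probes were called, and when adjusted over the list alone 89, 19, 26, 4 and 0 were. All of these calls had the direction of their list, except 1 of 11 and 2 of 19 for transient up and 1 of 89 for transient down.

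Lists chosen in part on these samples also moved, which is not independent evidence. Putative targets listed as higher had a median of 0.64 over 66 probes (adjusted p = 4.43e-15), with 12 called over all probes and 38 when adjusted over the list alone. Putative targets listed as lower had a median of -0.98 over 70 probes (adjusted p = 2.54e-18), with 15 and 58 called. The auxin list had a median of -0.77 over 81 probes (adjusted p = 3.53e-09), with 29 and 52 called, of which 27 and 46 were lower and 2 and 6 higher. The run of identifiers that holds the *SAUR* genes, small auxin-responsive genes, was defined by position around *SAUR* genes of the auxin list. It is therefore not independent evidence either. Its median was -1.59 over 28 probes (adjusted p = 1.08e-10), 24 of which were lower, with 17 and 21 called. Outside this run, the auxin list had a median of -0.54 over 66 probes. On the array labelled OXNAC33 replicate 2, the median of the run relative to the control mean was -1.90, against -1.27 and -1.34 on the other OXNAC33 arrays.

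**Figure D4:**
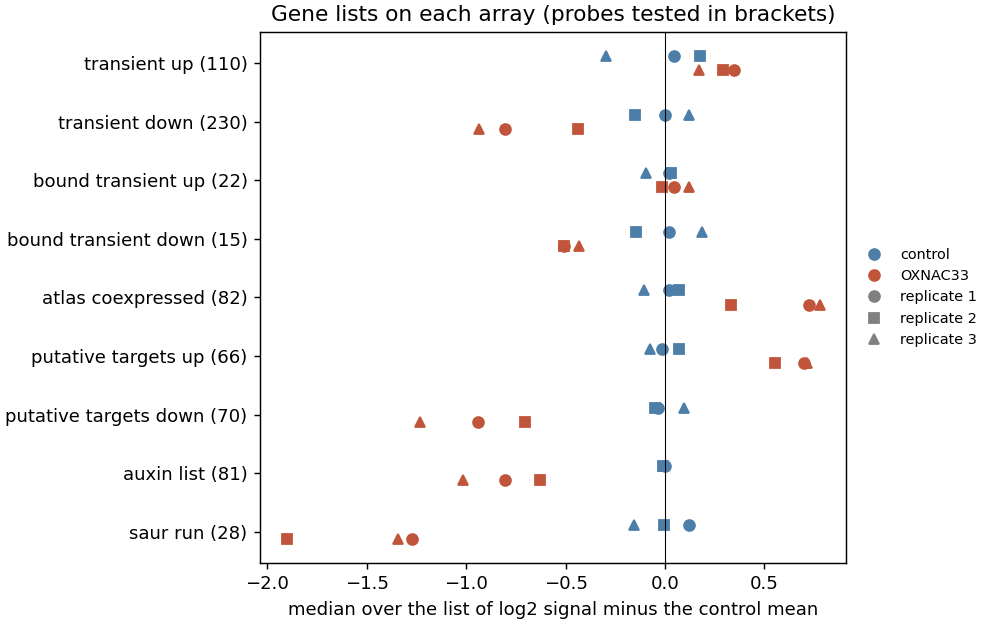
Median over each gene list of the log2 signal minus the control mean (horizontal axis) on each array, with the number of probes tested in brackets. Symbols mark replicates and colours mark groups. For the *SAUR* run all OXNAC33 arrays lie between -1.90 and -1.27, away from the controls, while for bound transient up the groups overlap.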

Values the study reported

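The study reported 2650 differentially expressed genes between OXNAC33 and control leaves by a t-test. Beyond the fold-change threshold of 1.5, it counted 617 genes as upregulated and 1388 as downregulated. In its transient overexpression experiment it found 1027 such genes, with 122 higher and 257 lower past the same fold threshold, and 127 genes were shared by both experiments.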

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

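Normexp on median spot signals, spike-in scaling and the t-test on linear processed values were chosen after seeing the data. The others were fixed before the data were examined.

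The count of 1200 changed probes, and that past 1.5-fold, fell to 0 in limma without a filter, with the session block, with the replicate block and with normexp. Under these settings 6314, 6844, 5981 and 5188 probes still had an unadjusted p under 0.05. Without a filter 34164 probes were tested in place of 23907. The cause was not tested. Trend and robust estimation raised both counts to 1806. The other scalings, the authors' values, the stricter filter and array weights gave counts from 994 to 1642, within 1.5 times the main count. Spike-in scaling shared 628 calls with the main setting, and quantile scaling 1089. Leaving out single arrays gave 0 to 2554 for both counts. All 3 fits without a control array gave 0, with 4591 to 5376 probes at an unadjusted p under 0.05. The fit without the array labelled OXNAC33 replicate 2 gave the highest count and shared 1065 calls with the main setting.

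The methods' t-test gave 5805 probes unadjusted, 4436 of them past 1.5-fold, and 2 after Benjamini-Hochberg, 1 of them past 1.5-fold. On the linear processed values it gave 4968 and 3643 unadjusted, and 9 and 7 after adjustment.

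The replicate numbers do not pair the samples. Deviations from the group means correlated across probes at 0.257, -0.221 and 0.185 for the arrays numbered 1, 2 and 3. The replicate block, which called 0 probes, changed no list call, and *CCD4b*, *ATPC1* and *ARF8* had adjusted p-values of 0.106, 0.104 and 0.0972 with it.

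The share of lower probes, 66.2%, reversed to 43.0% with spike-in scaling and moved to 55.4% with median scaling, 72.8% with the percentile over detected probes, 60.6% with trend and robust estimation and 63.3% with array weights. It was 59.1% for the t-test unadjusted and 50% after adjustment, and 63.4% and 88.9% on linear values. Over the fits without an array that made calls it ran from 22.2% to 100%, the extremes resting on 9 calls and 1 call, and was 60.8% of 2554 calls without the array labelled OXNAC33 replicate 2. Settings with 0 calls give no share. The median change of all probes moved to 0.11 with median scaling, 0.14 with spike-in scaling and -0.23 with normexp, against -0.01, and a shift of all probes moves the share by construction.

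The *VviNAC33* difference stayed positive throughout. With every array kept it ran from 1.20 with normexp to 3.11 with the t-test on linear values. It passed the threshold with spike-in scaling (2.79, adjusted p = 0.0415; the range over the alternatives was 0.0415 to 0.330), and ran from 2.01 to 3.69 when single arrays were left out.

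The lists kept their direction and side of the threshold in most settings. The median of the transient up list was -0.16 with normexp, above the shift of all probes and still called as higher, with a positive mean of 0.13, and 0.25 with fry and with the estimated correlation, where it lost the call. The bound transient up list, never called, was at -0.00084 with the percentile over detected probes, which shifts all probes alike, and ran from -0.0197 to 0.19 without single arrays. The bound transient down list lost the call without control replicate 3 and without the array labelled OXNAC33 replicate 1, with a median of -0.35 in both, and its medians over all fits without a single array ran from -0.52 to -0.35. With the estimated correlation, calls were also lost for transient down (-0.65), bound transient down (-0.44), atlas (0.59), putative targets up (0.63), putative targets down (-0.98) and the *SAUR* run (-1.59). The auxin list kept its call throughout. The estimated correlation within the lists that lost the call was 0.069 to 0.310, against the preset 0.01. The cause of the other changes was not tested.

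Among the genes tested by name, only those with no call changed sign. *UBQ14* was at 0.00952 with median scaling, 0.0187 with normexp and 0.0282 with spike-in scaling, *WRKY19* at -0.34 with normexp and -0.10 with array weights, and *bHLH75* at 0.0369 with the session block. Without single arrays they ran from -0.26 to 0.0332, -0.22 to 0.44 and -0.48 to 0.0796. Probes near background limit what can be said of weak genes such as *ARF8*, whose change was -0.98 with normexp. The stricter filter gives no value for *ARF8* and *NAC60*. The cause of the sign changes was not tested.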

Other observations

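The tests of scan session, of a mislabelled array, of a spot defect and of other splits for the count of probes were chosen after the results were seen. The tests of scaling, dilution, neighbouring identifiers and other splits for the lists were written down beforehand.

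The methods' t-test here called 5805 probes at the unadjusted threshold. That is higher than the value quoted from the study above. Past 1.5-fold it called 1825 higher probes. That is higher than the value quoted from the study above. Past 1.5-fold it called 2611 lower probes. That is higher than the value quoted from the study above. The study counted genes, while these are probes kept by the filter used here and tested on log2 values, so the counts are of unlike units. On the linear processed values of the authors, the t-test called 4968 probes, with 1326 higher and 2317 lower past 1.5-fold.

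The array labelled OXNAC33 replicate 2 had *VviNAC33* near the control level, yet other genes had moved on it. Across probes, Pearson's r of this array was 0.921 to 0.947 with the controls, and 0.945 and 0.953 with the other OXNAC33 arrays. These ranges overlap. For 500 probes chosen on the other OXNAC33 arrays and on 2 controls, the median response of this array was at least 0.491 of theirs. The control held out of each choice reached -0.167 to 0.169. A control array under a wrong label would sit with the held-out controls. The comparison was limited to controls on the same probes after the values were seen, and set against every held-out control it would not have excluded a wrong label. With the array labelled OXNAC33 replicate 3 left out and control replicate 1 held out, that control reached 0.686 and the left-out array 0.351, but in that choice the probes compare session 1 with session 2. The *SAUR* run had a median of -1.90 on this array and -0.16 to 0.12 on the controls. The study picked some of its genes from these samples, this array included, so the run is not independent evidence against a wrong label. Dilution with control RNA is argued against as the whole cause. On a linear scale, *VviNAC33* showed 0.0348 of the rise on the other OXNAC33 arrays, while 500 risen probes showed a median of 0.3003 (quartiles 0.178 and 0.537) and 95.8% of them exceeded it. A defect of the spot stays open, since *VviNAC33* has only 1 probe on the array, although the spot carried no outlier flag. A lower transgene level in that sample at harvest may also be the explanation, and was not tested here. The paper states that the arrays used RNA isolated for qPCR. It chose the 3 lines for their high *VviNAC33* expression and reports OX2 as the highest. The labels do not state which line gave this array.

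The scan session is a batch in these data. Deviations from the group means correlated at 0.137 to 0.273 for control and OXNAC33 arrays of the same session and at -0.410 to 0.041 for arrays of different sessions. Outlier spots numbered 376 to 607 on arrays of session 1 and 6 to 20 on those of session 2, and 7 of 8 spike-in probes well above background were brighter in session 2, with differences from -0.31 to 0.97. As the whole cause of the group difference it is argued against, since 28.6% of probes had an unadjusted p under 0.05 with session as a block. The change inside each session had an r of 0.745. Other choices of the odd array out in each session gave lower absolute r values, of 0.172 to 0.648. Absolute values cannot fall below 0, and some of these choices keep the labelled contrast in a session. They therefore cannot show what r would be without a group difference.

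Of the 10 splits of the 6 arrays into groups of 3, 1, the labelled one, gave as many called probes. The split that follows the scan session called 476, and the other 8 called 0. With the session as a block the labelled grouping called 0. For the lists, the number of splits with a camera p as small was 1 for the atlas list, both putative target lists, the auxin list and the *SAUR* run, 2 for transient down and bound transient down, 3 for transient up and 5 for bound transient up. With 10 splits the share is never under 0.1, whatever the values, so that this count alone cannot exclude chance and says nothing more about these results.

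The excess of lower over higher probes may come from the scaling, since the share fell to 43.0% when arrays were scaled by spike-in probes. The spike-in signals themselves differed between sessions, so which scaling is closer to the RNA content remains open.

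Called probes lay next to each other by gene identifier more often than shuffled calls. There were 127 neighbouring pairs of called identifiers among 22209 tested, against a mean of 57.2 and a highest value of 83 in 1000 shuffles, so a chance order is argued against. The *SAUR* run held 12 of the pairs, and 111 moved in the same direction. Cross-hybridization between similar neighbouring genes could give such pairs and cannot be told apart from a shared response of neighbours, because probe sequences were not used here (111 pairs in the same direction fit both).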
